# Differential Roles of CD36 in Regulating Muscle Insulin Response Depend on Palmitic Acid Load

**DOI:** 10.3390/biomedicines11030729

**Published:** 2023-02-28

**Authors:** Jingyu Sun, Yajuan Su, Jiajia Chen, Duran Qin, Yaning Xu, Hang Chu, Tianfeng Lu, Jingmei Dong, Lili Qin, Weida Li

**Keywords:** CD36, insulin signaling, mitochondrial dysfunction, ER stress, C2C12 myotubes

## Abstract

The possible role of fatty acid translocase (CD36) in the treatment of obesity has gained increasing research interest since researchers recognized its coordinated function in fatty acid uptake and oxidation. However, the effect of CD36 deficiency on intracellular insulin signaling is complex and its impact may depend on different nutritional stresses. Therefore, we investigated the various effects of CD36 deletion on insulin signaling in C2C12 myotubes with or without palmitic acid (PA) overload. In the present work, we reported the upregulated expression levels of CD36 in the skeletal muscle tissues of obese humans and mice as well as in C2C12 myotubes with PA stimulation. CD36 knockdown using RNA interference showed that insulin signaling was impaired in CD36-deficient C2C12 cells in the absence of PA loading, suggesting that CD36 is essential for the maintenance of insulin action, possibly resulting from increased mitochondrial dysfunction and endoplasmic reticulum (ER) stress; however, CD36 deletion improved insulin signaling in the presence of PA overload due to a reduction in lipid overaccumulation. In conclusion, we identified differential roles of CD36 in regulating muscle insulin response under conditions with and without PA overload, which provides supportive evidence for further research into therapeutic approaches to diabetes.

## 1. Introduction

Obesity is one of the most serious public health diseases in the world because it predisposes multiple diseases and shortens life expectancy. Obesity is considered an important link in type 2 diabetes and is likely caused by insulin resistance (IR) [1]. Skeletal muscle is responsible for glucose disposal and is essential to systemic glucose regulation [2]. Therefore, muscle (IR is a major feature of obesity and type 2 diabetes [3]. Phosphorylation of AKT is thought to be a critical step in intracellular insulin signaling [4,5]. Defective insulin-induced AKT phosphorylation is associated with obesity-related muscle insulin resistance [6,7].

CD36, as a transmembrane glycoprotein, is abundantly expressed in adipocytes, macrophages, muscle cells, and hepatocytes [8]. CD36 promotes the uptake and oxidation of long-chain fatty acids (LCFAs), which in turn regulate intracellular metabolic homeostasis [9]. Recently, the potential regulatory role of CD36 on insulin signaling has been increasingly investigated; however, the effect of CD36 on insulin signaling is complex [10,11]. Some studies have shown that upregulation of CD36 is associated with insulin resistance, suggesting that CD36 may be a negative mediator of insulin sensitivity [11]. However, other studies show that CD36 has an opposite regulatory effect on insulin sensitivity [12]. Collectively, the exact regulation of insulin sensitivity by CD36 is highly controversial and the underlying mechanisms remain uncovered. Interestingly, it has been shown that CD36-deficient mice clear glucose more rapidly on a chow diet; however, after switching to a high fructose diet, CD36-deficient mice exhibited significant glucose intolerance compared to wild-type (WT) mice [13], hypothesizing that the paradoxical role of CD36 in insulin signaling may depend on different nutritional stresses. Here, we investigated the effect of CD36 on insulin signaling in C2C12 myotubes under different nutritional conditions with or without PA overload.

Mitochondrial dysfunction is commonly observed in the skeletal muscle of mice with IR [14]. The presence of reduced mitochondrial protein expression, decreased oxygen consumption rates, impaired ATP synthesis, and reduced mitochondrial protein expression have been observed in people with obesity or IR [15,16]. Recent research also proposes that ER stress has emerged as a key player in the onset of insulin resistance [17]. Considering that CD36 regulates insulin action, mitochondrial dysfunction and ER stress may be key regulators of insulin signaling by CD36 [18].

In the present study, the role of CD36 in the skeletal muscle tissue of obese humans and mice and in C2C12 myotubes under PA stimulation was first examined. To further determine the effect of CD36 deficiency on insulin signaling under different nutritional conditions, the cultured C2C12 myotube models with or without PA overload were utilized. Finally, mitochondrial dysfunction and ER stress were highlighted as potential mechanisms by which CD36 may regulate insulin signaling.

## 2. Materials and Methods

### 2.1. Animal

Eight-week-old male C57BL/6 mice were provided by Charles River Laboratories (Beijing, China). All mice in the study were randomly divided into the following two groups: a normal diet group (ND) (10% fat, SLACOM, Shanghai, China) and a high fat diet group (HFD) (40% fat, SLACOM, Shanghai, China). Mice were housed in comfortable conditions with a 12:12 h light–dark cycle, at a temperature of 20–26 °C, and with free access to feeding and drinking. After 4 months of high-fat feeding, mice were euthanized and gastrocnemius muscle tissues were collected, rapidly frozen in liquid nitrogen, and stored at −80 °C for subsequent analysis. All animal experiments were approved by the Animal Care and Use Committee of Tongji University.

### 2.2. Cell Culture

Mouse skeletal muscle cell line (C2C12) was cultured with growth medium (high-glucose DMEM supplemented with 10% FBS (#10270106, Thermo Fisher Scientific, Waltham, MA, USA) and L-glutamine (2 mmol/L, #25030081, Thermo Fisher Scientific, Waltham, Massachusetts, USA). C2C12 cells were differentiated in differentiation medium (low-glucose DMEM supplemented with 2% horse serum (#C2510, VivaCell Biosciences, Shanghai, China)). Differentiated C2C12 myotubes were starved (16–18 h) in buffer A (low-glucose DMEM supplemented with 2 mmol/L L-glutamine, 100 mmol/L MEM nonessential amino acids (#11140050, Thermo Fisher Scientific, Waltham, MA, USA), 100 units/mL penicillin, and 100 mg/mL streptomycin (#25030081, YuanPei, Shanghai, China)). For PA treatment, the fatty acid (FA)-bovine serum albumin (BSA) conjugate was prepared as follows: firstly, PA was dissolved in sodium hydroxide solution at 95 °C to a final concentration of 100 mmol/L. Secondly, the 100 mmol/L PA solution was diluted to 10 mmol/L with BSA solution. The stock solution of PA or BSA were mixed into culture media at a final concentration of 200 μM. FA-free BSA was obtained from Equitech-Bio (#BAH66, Kerrville, TX, USA). Palmitate acid was obtained from Sigma–Aldrich (#O1383, St. Louis, MO, USA).

### 2.3. RNA Interference

siRNA duplexes that target mouse CD36 (siCD36-1: 5′-GGAUGACAACUUCACAGUUTT-3′; siCD36-2: 5′-GGAUUGGAGUGGUGAUGUUTT-3′) and negative control (siCont, 5′-UUCUCCGAACGUGUCACGUTT-3′) were synthesized by Sigma–Aldrich. Lipofectamine RNAiMAX (#13778075, Thermo Fisher Scientific, Waltham, MA, USA) was used to transfect C2C12 cells with siRNA at a final concentration of 20 nM according to the manufacturer’s protocol. All siRNA-transfected myotubes had normal morphology and were used 72 h after transfection. Western blot analysis confirmed the transfection efficiency.

### 2.4. CD36 Plasmids Construction

Wild-type mouse skeletal muscle RNA was extracted and reversed to cDNA; primers were designed to amplify the CD36 CDS sequence from cDNA. Then CD36 overexpression sequence was cloned into the PWPI vector to obtain CD36 overexpression plasmids. CD36 plasmid was packaged to lentivirus and transfected with C2C12 for the next analysis.

### 2.5. Transcriptome Sequencing

Total RNA from the two groups was extracted with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). A cDNA library was constructed using the Illumina NovaseqTM 6000 sequence platform (LC Bio, Hangzhou, China). By using the Illumina paired-end RNA- sequencing approach, the transcriptome was sequenced, generating one million 2 x 150 bp paired-end reads from the sample, which were dependent on Illumina paired-end RNA- sequencing. Reads from all samples were compared to the reference genome by using the HISAT (version 2.0, Johns Hopkins University, Baltimore, MD, USA) software package. After calculation with StringTie software (Johns Hopkins University, Baltimore, MD, USA), FPKM values were generated to indicate the expression levels of the mRNAs. Genes were subjected to differential expression analysis by using edgeR software between two different groups. Differentially expressed genes (DEGs) were considered at *p* value < 0.05 and absolute log2 (fc) ≥ 1. Significantly, DEGs were enriched to KEGG pathways by using the OmicStudio tools (LC Bio, Hangzhou, China). The raw RNA-seq data has been uploaded to the public database of GSE under accession number: GSE204686. The KEGG pathways were identified as significantly enriched following a hypergeometric test (FDR < 0.05). For the reanalysis of public human transcription data, raw data were downloaded from the GSE database (no. GSE81965). After quality analysis with fastp (version 0.20.1, HaploX, Shenzhen, China), sample reads were mapped to the reference genome of humans (version GRCh38) using STAR (version 2.7.6a, NHGRI, National Institutes of Health, Bethesda, MD, USA). The reads count values after calculation with htseq (version 0.13.5) represent the expression level of CD36 between obese individuals and non-obese controls.

### 2.6. Oil Red O Staining

C2C12 myotubes were cultivated on coverslips in six-well plates with 200 μM PA for 16 h to stain intracellular lipid deposits. The cells were then stained with Oil Red O (#O0625, Sigma Aldrich, Shanghai, China) after being fixed with 4% paraformaldehyde. A microscope was used to capture images.

### 2.7. Triglyceride (TG) Content Assay

Intracellular TG content in C2C12 myotube cells was determined with a Tissue TG Content Assay Kit (#E1013, Applygen, Beijing, China). 1 × 10^6^ myotube cells were washed twice with DPBS and lysed with lysis buffer. The levels of TG released from myotube cells were analyzed according to the instructions of the kit and normalized by total protein quantity.

### 2.8. Reactive Oxygen Species (ROS) Measurement

ROS measurement was performed according to the protocol of the ROS assay kit (#E004-1-1, Nanjing Jiancheng Bioengineering Institute, Jiangsu, China). After treatment, the cells were placed in 96-well black opaque plates and incubated with 25 M DCFH-DA for 30 min in the dark in a 37 °C incubator. The fluorescence spectrum was recorded at an excitation wavelength of 488 nm and an emission wavelength of 525 nm (SpectraMax M5, Molecular Devices, Silicon Valley, CA, USA).

### 2.9. Adenosine Triphosphatase (ATPase) Activity Assay

The activity of ATPase was determined using corresponding microplate assay kits (#A070-1-1, Nanjing Jiancheng Bioengineering Institute, Jiangsu, China) according to the kits’ protocol. A TECAN microplate reader (TECAN, Sunrise, Mannedorf, Switzerland) was used to record the absorbance.

### 2.10. Transmission Electron Microscopy (TEM)

C2C12 cells were collected after centrifugation. The TEM fixative buffer containing 2% glutaraldehyde, 0.1 M sodium cacodylate, 0.5% polyformaldehyde, 3 mM CaCl_2_, and 0.1 M sucrose was used to fix the cell sample at 4 °C for 2–4 h. Then, the differentiated C2C12 cells were washed thrice with PBS for 15 min each, dehydrated in series concentration of ethanol and in acetone, and inserted into a mixture buffer of equal volume of acetone and EMBed 812 overnight at 37 °C. Pure EMBed 812 was held at 37 °C overnight. The slides were stained twice with 2% uranium acetate saturated alcohol solution and 2.6% lead citrate and examined at 80 kV by using Tecnai 10 TEM (TECNAI G2 F20 S-TWIN, FEI, Hillsboro, OR, USA). The ultrastructure of the mitochondria was observed using a Hitachi (HT7800) transmission electron microscope.

### 2.11. Quantitative RT-PCR

TRIzol (Invitrogen, Carlsbad, CA, USA) reagent was used to isolate the total RNA. The RNA was fully released after 5 min at room temperature and then added 100 μL of chloroform for RNA extraction. About 160 μL of the upper aqueous phase was aspirated after centrifugation at 12,000 rpm for 15 min at 4 °C. A total of 160 μL of isopropanol was added, and the solution was well-mixed for 10 min at room temperature. After the RNA pellet was washed and dissolved, nanodrop was used to determine the concentration and quality of the RNA sample. The quality RNA was reversed to cDNA according to the instructions (#KR106-02, TIANGEN, Beijing, China) and subjected to PCR reaction. The procedure of PCR was used to determine gene expression levels as previously reported [19]. The calculation formula of 2^−△△Ct^ was used to assess the expression levels of target genes. We used GAPDH as the internal reference in this study. The sequences of primers are summarized in Table 1.

### 2.12. Western Blot Analysis

RIPA buffer (1% Triton, 20 mM Tris-HCl at pH 7.5, 150 mM NaCl, 1 mM Na_3_VO_4_, and 50 mM NaF) with proteases and a phosphatase inhibitors cocktail (Roche Diagnostics, Germany) was used to lyse the sample. A BCA test (Thermo Scientific, Waltham, MA, USA) was used to measure the concentration of protein. Protein samples were loaded in SDS-PAGE, and the gels were transferred to the polyvinylidene difluoride membranes (Millipore Corp., Bedford, MA, USA). The membranes were immersed in a blocking reagent (5% non-fat milk) for 1 h at room temperature. After washing with TBST, the membranes were incubated with primary antibodies, including rabbit antibody phospho-AKT (P-AKT, S473) (#4060), total AKT (T-AKT) (#ab187783), phospho-p44/42 MAPK (P-ERK, T202/Y204) (#4370), total ERK (T-ERK) (#4695), cytochrome c (Cyto-C, #4280), cytochrome c oxidase subunit 4 (COX-4, #4850T), glucose-regulated protein 78 (GRP-78, #3177), C/EBP homologous protein (CHOP, #2895T) purchased from Cell Signaling Technology (Danvers, MA, USA), goat antibody anti CD36 (CD36, #AF2519) purchased from R&D system (Minneapolis, MN, USA), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH, #AB0037) from Abways (Shanghai, China). The membranes were washed thrice after 1 h of incubation with peroxidase-conjugated secondary antibodies from Yeasen (Shanghai, China). Target protein bands were detected by ECL luminescence technique and analyzed using Image J software (V1.8.0, National Institutes of Health, Bethesda, MD, USA) for grayscale values.

### 2.13. Statistical Analysis

Data were presented as mean ± SEM. For multiple comparisons, statistical significance was established using paired Student t test or one-way ANOVA. The level of significance was set to *p* < 0.05. SPSS 19.0 (Chicago, IL, USA) was used for data analysis.

## 3. Results

### 3.1. CD36 Is Highly Expressed in Skeletal Muscle under the Condition of HFD and PA Treatment

CD36 is correlated with the progression of metabolic diseases [11]. To investigate the relevance of obesity and CD36 expression, this study processed and reanalyzed publicly available transcriptome sequencing data (GEO ID: GSE81965) from the human skeletal muscle of obese and non-obese controls. Bioinformatics analysis showed that CD36 expression was upregulated in skeletal muscles from obese individuals compared with non-obese controls (Figure 1A), which were also validated in an HFD-induced animal model. The results showed that the expression level of CD36 was increased in the skeletal muscle tissue of HFD-induced mice (Figure 1B). To further test the effect of obesity and its complications on CD36 expression in the skeletal muscle cells, we established a suitable culture condition by differentiating C2C12 cells with a PA-containing medium, which mimics HFD conditions in vitro. The result also showed an increase in CD36 protein expression in PA-stimulated C2C12 myotubes (Figure 1C). Hence, it is hypothesized that CD36 may be associated with metabolic disorders in the skeletal muscle of obese humans and mice as well as in PA-stimulated C2C12 myotubes.

### 3.2. Loss of CD36 Impairs Insulin Signaling in C2C12 Myotubes in the Absence of PA Loading

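Cd36 (ENSMUSG00000002944) encodes a membrane receptor through which cells take up long-chain fatty acids. Its raw counts were 38, 32 and 30 in the 3 samples with small interfering RNA against Cd36 (siCD36) and 1010, 1129 and 1103 in the 3 samples with control RNA (siCont). The level of Cd36 was 0.118 ± 0.0172 FPKM (SD, n = 3) with siCD36 and 4.51 ± 0.351 FPKM (SD, n = 3) with siCont. Cd36 fell by 5.26 on the log2 scale (standard error 0.167, adjusted p = 2.95e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 2.61% of the control level. Every siCD36 sample lay below every siCont sample (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 samples against 3 allow).

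Cd36 lies on the minus strand of chromosome 5 of GRCm38 from 17781690 to 17888801. The sense strand of siCD36-1, GGAUGACAACUUCACAGUU, matches the coding sequence of Cd36 on chromosome 5 from 17814691 to 17814709, in exon 5 of the 15 exons of transcript ENSMUST00000170051. The mRNA around this site reads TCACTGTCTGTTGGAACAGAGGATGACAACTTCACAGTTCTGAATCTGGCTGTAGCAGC. The sense strand of siCD36-2, GGAUUGGAGUGGUGAUGUU, matches the coding sequence from 17785774 to 17785792, in exon 14 of the same transcript. The mRNA around this site reads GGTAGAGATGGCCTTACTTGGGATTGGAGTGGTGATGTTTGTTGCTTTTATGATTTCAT. Among all annotated mouse transcripts, only transcripts of Cd36 hold either full 19-base site, 6 of them that of siCD36-1 and 5 that of siCD36-2. No annotated transcript holds the sense strand of siCont, UUCUCCGAACGUGUCACGU. The labels do not say which of the siCD36 duplexes each siCD36 sample received.

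**Figure D1:**
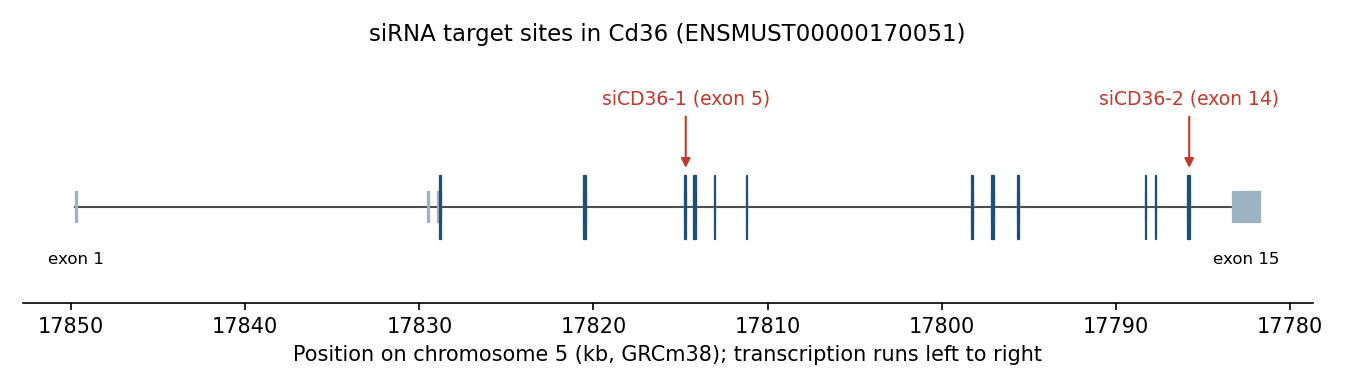
Map of Cd36 transcript ENSMUST00000170051 on chromosome 5 of GRCm38, drawn to scale in the direction of transcription, with the position in kb on the horizontal axis. Tall dark boxes are coding sequence, low pale boxes are untranslated sequence, the line is intron, and the arrows mark the sites of siCD36-1 in exon 5 and siCD36-2 in exon 14.

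RNA-seq measured mRNA in C2C12 cells, a mouse skeletal muscle cell line that forms multinucleated myotubes when serum is lowered, 72 h after transfection with 20 nM siRNA. There were 3 samples with siCD36 and 3 with siCont. The paper describes the cells as myotubes, while the sample labels call them myoblasts. Transcripts of myotubes were abundant in these libraries, with a mean over the 6 samples of 3856 FPKM for Acta1, which encodes skeletal muscle actin, and 404 FPKM for Myog, a transcription factor of differentiating muscle (both genes were chosen after their values were seen). The authors aligned paired-end reads with HISAT and computed FPKM with StringTie, and their deposited table gives raw counts and FPKM per gene. The mouse genome build, the annotation, the strand setting and the counting tool are not given in the sources used here. The deposited counts summed to 67048354, 68690002 and 71878709 in the siCD36 samples (median 68690002) and to 60566530, 60388171 and 56907806 in the siCont samples (median 60388171). These totals are far above the read number that the methods of the paper give, and the values here use the deposited counts. Transcripts of the mitochondrial genome made up 8.09 ± 0.201% of counts (SD, n = 3) with siCD36 and 6.98 ± 1.09% (SD, n = 3) with siCont. The counts were scaled by TMM and tested with edgeR over the 11796 genes with a mean of at least 1 FPKM. The caption of Fig. 2, whose panel A comes from the RNA-seq, gives its values as means of 3 independent experiments, and neither it nor the labels say whether the libraries came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

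Among the 11796 genes, 260 rose and 361 fell with siCD36 at an adjusted p under 0.05 from edgeR. Of these, among genes with a mean of at least 5 FPKM, no overlap between the groups and an established symbol, the largest rise was in Cpa1, which encodes a pancreatic carboxypeptidase, with a log2 fold change of 3.34 (standard error 0.292, adjusted p = 0.0102 from edgeR). Cxcl13, a chemokine, had a log2 fold change of 2.35 (standard error 0.236, adjusted p = 0.0120 from edgeR). Pvalb, a calcium-binding protein of fast muscle fibers, had a log2 fold change of 1.89 (standard error 0.210, adjusted p = 0.0151 from edgeR). Fabp3, the fatty acid-binding protein of heart and skeletal muscle, had the largest fall among the same genes, with a log2 fold change of -2.87 (standard error 0.292, adjusted p = 0.0120 from edgeR). Casq2, which encodes a calcium-binding protein of the sarcoplasmic reticulum, had a log2 fold change of -1.82 (standard error 0.206, adjusted p = 0.0152 from edgeR). Dhrs7c, an enzyme of the same membrane system, had a log2 fold change of -1.85 (standard error 0.134, adjusted p = 0.00592 from edgeR). Fabp3 overlaps Zcchc17, so that reads of these genes are hard to tell apart without strand information. The unadjusted p was under 0.05 for 2993 genes, and the groups did not overlap in 3821 genes (32.4%, where chance gives 10%). At the thresholds that the paper states, an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 111 genes were higher and 97 lower, with 63 higher and 74 lower among protein-coding genes and 48 higher and 23 lower among the others, and with 129 higher and 143 lower in all without siCD36 replicate 1. The number of genes that passed the adjusted threshold changed with the library left out. It was 1081 without siCD36 replicate 1, 20 without siCD36 replicate 2 and 144 without siCD36 replicate 3. It was 76 without siCont replicate 1, 33 without siCont replicate 2 and 115 without siCont replicate 3. A fit without a library has fewer samples and can lose a call for that reason alone. A lost call, here and below, therefore does not show that the result came from that library. In these fits the log2 fold change stayed at -3.17 to -2.64 for Fabp3 and -2.10 to -1.69 for Casq2. Among the named genes, edgeR's adjusted p was 0.05 or more without siCD36 replicate 2 for Cxcl13 (0.0621), Pvalb (0.0627), Fabp3 (0.0636) and Casq2 (0.0677), without siCont replicate 1 for Cxcl13 (0.0508) and Casq2 (0.0508) and without siCont replicate 2 for Cpa1 (0.0527), Pvalb (0.0799), Fabp3 (0.0564) and Casq2 (0.0746).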

To investigate the role of CD36 in regulating the metabolic homeostasis of skeletal muscle cells, RNA-seq was performed in C2C12 myotubes with and without CD36 knockdown. 

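Of the genes that carry the insulin signal, Slc2a4 and Pygm were lower and Eif4e was higher in C2C12 cells with siCD36. Slc2a4 (ENSMUSG00000018566, chromosome 11 of GRCm38 from 69942539 to 69948175) encodes GLUT4, the glucose transporter that insulin moves to the cell surface. Its CPM, the counts scaled to the library size after TMM, was 1.25 ± 0.652 (SD, n = 3) with siCD36 and 7.85 ± 0.966 (SD, n = 3) with siCont. This is a log2 fold change of -2.65 (standard error 0.372, adjusted p = 0.0223 from edgeR's quasi-likelihood test), at raw counts of 56 to 131 with siCD36 and 397 to 505 with siCont. Eif4e (ENSMUSG00000028156, chromosome 3 from 138526179 to 138559696) encodes the protein that binds the cap of mRNA in translation and had the smallest adjusted p of the pathway. Its CPM was 138 ± 6.30 (SD, n = 3) with siCD36 and 47.2 ± 2.50 (SD, n = 3) with siCont, a log2 fold change of 1.54 (standard error 0.0711, adjusted p = 0.00106 from edgeR). Pygm, the glycogen phosphorylase of muscle, had a log2 fold change of -1.05 (standard error 0.217, adjusted p = 0.0471 from edgeR).

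Of 102 tested genes of a list of insulin signaling fixed before the data were examined, 2 rose, 9 fell and 91 did not pass the test (2 rose and 12 fell when adjusted over the list alone). Besides Slc2a4 and Pygm, the falls included those of Rhoq, a small GTPase of glucose transport (log2 fold change -0.54, adjusted p = 0.0120 from edgeR), Hk1, a hexokinase (-0.78, adjusted p = 0.0322), and Mtor, Inppl1, Hras and Pdpk1, and besides Eif4e the phosphatase subunit Ppp1cb rose (0.32, adjusted p = 0.0430). The list had a median log2 fold change of -0.09 and lay below the other genes tested in limma's camera test with a preset correlation (adjusted p = 0.0197 over 30 lists, 63 of 102 members below 0). This call was lost in camera with an estimated correlation between genes (adjusted p = 0.228 with an estimated correlation), as were the calls of all 17 lists that passed with the preset correlation. The correlation estimated for the insulin list was -0.00132, below the preset 0.01, so its loss does not come from a higher correlation among its genes. The insulin list passed fry, another test of gene lists in limma (adjusted p = 0.0117). Unlike camera, fry asks whether the genes of a list change, and not whether they differ from the other genes. Insr, the insulin receptor, had a log2 fold change of -1.27 (standard error 0.440, adjusted p = 0.140 from edgeR), at a CPM of 16.0, 46.5 and 19.3 with siCont and 7.88, 13.3 and 12.7 with siCD36. Without siCont replicate 2 the log2 fold change of Insr was -0.64.

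In the KEGG annotation of the deposited table, 66 of the 4173 tested genes with a pathway passed the thresholds of the paper. The insulin signaling pathway held 4 of them among 98 tested genes, namely Eif4e, Slc2a4, Pygm and Insr, which is 2.58 times the number that chance gives (1-sided hypergeometric test, unadjusted p = 0.0683, adjusted p = 1 by Benjamini-Hochberg over 309 pathways, rank 16). The insulin resistance pathway held 4 of 61 tested genes, namely Cd36, Slc2a4, Pygm and Insr (unadjusted p = 0.0152, adjusted p = 0.469 in the same test). Without Cd36, the target of the siRNA, its unadjusted p was 0.0659 (a test chosen after the values were seen). With single libraries left out, edgeR's adjusted p was 0.05 or more without siCD36 replicate 2 for Slc2a4 (0.103) and Pygm (0.166), without siCD36 replicate 3 for Slc2a4 (0.0519) and Pygm (0.113), without siCont replicate 1 for Slc2a4 (0.0629) and Pygm (0.115), without siCont replicate 2 for Slc2a4 (0.0898) and Pygm (0.147) and without siCont replicate 3 for Slc2a4 (0.0582) and Pygm (0.0801). For Rhoq, Hk1, Mtor, Inppl1, Hras and Ppp1cb it was 0.05 or more in 5 of 6 without siCD36 replicate 2 (highest 0.163), 5 of 6 without siCD36 replicate 3 (highest 0.127), 5 of 6 without siCont replicate 1 (highest 0.0900), 6 of 6 without siCont replicate 2 (highest 0.162) and 5 of 6 without siCont replicate 3 (highest 0.108). The rises and falls on the list became 3 and 21 without siCD36 replicate 1, 1 and 1 without siCD36 replicate 2, 2 and 1 without siCD36 replicate 3, 1 and 1 without siCont replicate 1, 1 and 0 without siCont replicate 2 and 1 and 1 without siCont replicate 3, while Eif4e kept its call in every one of these fits.

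**Figure D2:**
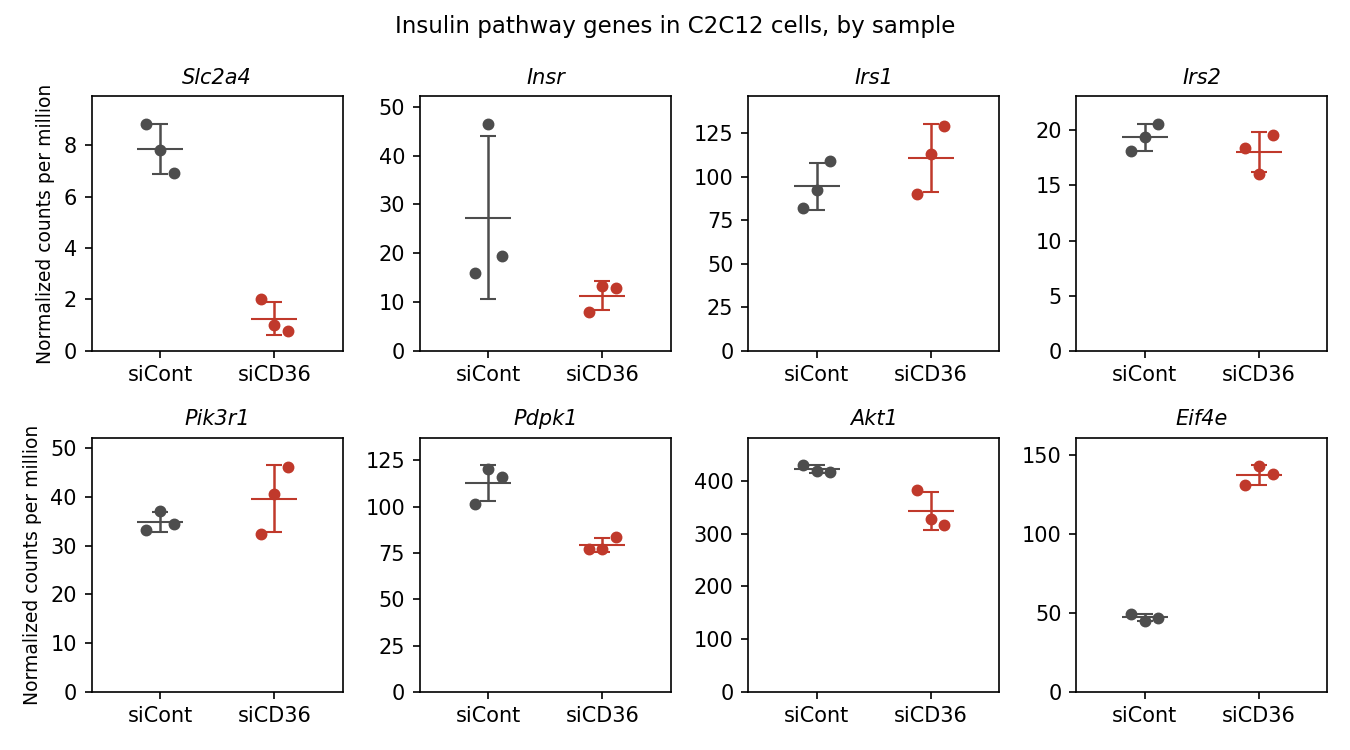
CPM, counts scaled to the library size after TMM (vertical axis of each panel, starting at 0) of Slc2a4, Insr, Irs1, Irs2, Pik3r1, Pdpk1, Akt1 and Eif4e in the 3 siCont and 3 siCD36 samples. Points are samples, horizontal lines are means and bars are SDs (n = 3). For Slc2a4, Pdpk1, Akt1 and Insr every siCD36 sample lies below every siCont sample, and for Eif4e every one lies above. The groups overlap for Irs1, Irs2 and Pik3r1.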

Interestingly, the insulin signaling pathway was enriched by KEGG enrichment analysis (Figure 2A). Irs1, Irs2, and Pi3kr1 are key players in insulin signaling [20]. The expression levels of Slc2a4, Irs1, Irs2, and Pi3kr1 were downregulated in CD36-deficient C2C12 myotubes by qRT-PCR analysis (Figure 2B). Phosphorylation of AKT is thought to be a key step in insulin signaling in skeletal muscle [4,5]. The insulin-induced activation of AKT and ERK in CD36-deficient C2C12 myotubes was significantly lower than that of C2C12 myotubes (Figure 2C). Overall, CD36 deletion impairs insulin signaling in skeletal muscle cells in the absence of PA stimulation, suggesting its fundamental role in regulating insulin action.

### 3.3. Loss of CD36 Induces Mitochondrial Dysfunction in C2C12 Myotubes in the Absence of PA Loading

The underlying mechanism of CD36 on insulin signaling needs to be further explored. The overproduction of ROS can cause damage to the mitochondria and other cellular components, resulting in autophagy or apoptosis under high stress levels [21]. ROS content was measured to identify the function of CD36 deletion in ROS production. CD36 deletion significantly increased the ROS levels (Figure 3A), which might have impaired mitochondrial function. Mitochondrial function is expressed as changes in the protein level or the enzymatic activity of key mitochondrial components that promote oxidation, the mRNA levels of mitochondrial markers, and mitochondrial size and shape [22]. Reduced mitochondrial protein expression, a decreased oxygen consumption rate, and impaired ATP synthesis have been observed in people with obesity or IR [15,16]. ATPase is essential for mitochondrial function. Therefore, we investigated the possible role of CD36 deletion on ATPase activity. Results showed that ATPase activity was decreased in CD36-deficient C2C12 myotubes (Figure 3B). The expression levels of Cyto C and COX4 in CD36-deficient C2C12 myotubes were also significantly reduced compared to the controls (Figure 3C). A TEM was used to examine the effect of CD36 deficiency on mitochondrial ultrastructure. Significant damage was detected in the CD36-siRNA group, along with mitochondrial vacuolization, swelling, and mitochondrial crista rupture (shown by blue arrows in Figure 3D).

### 3.4. Loss of CD36 Enhances ER Stress in C2C12 Myotubes in the Absence of PA Loading

IR in skeletal muscle is linked to increased ER stress markers [23]. The expression of ER stress markers was examined to explore the role of CD36 deletion in ER stress. The results of real-time PCR revealed a significant increase in the mRNA levels of ATF6, IRE1α, PERK, CHOP, GRP78, and GRP94 after CD36 deletion in C2C12 myotubes compared to the control group (Figure 4A). The significant effect of CD36 deletion on the expression of proteins related to the ER stress pathway was confirmed by examining the expression of GRP78 and CHOP by western blot analysis. The protein expression of GRP78 and CHOP significantly increased in CD36-deficient C2C12 myotubes (Figure 4B). Therefore, CD36 expression may play a key role in ER stress, which is partly responsible for impaired insulin signaling.

### 3.5. Loss of CD36 Protects against Insulin Resistance in the Presence of PA Overload

It is hypothesized that, in contrast to the absence of PA loading, loss of CD36 protects against insulin resistance in the presence of PA overload due to a reduction in lipid accumulation [24]. Therefore, the effect of CD36 deficiency on lipid accumulation under PA conditions was investigated. siRNA against CD36 was used for transfection to inhibit the CD36 mRNA and protein expression levels, which decreased remarkably (Figure 5A). After silencing CD36, lipid accumulation was alleviated in CD36-deficient C2C12 myotubes under PA stimulation (Figure 5B,C). Excessive intracellular lipid deposition is closely associated with the development of IR in skeletal muscle [15], so we further investigated the effect of CD36 on insulin signaling in the presence of PA overload. Our study showed that insulin-stimulated phosphorylation of AKT and ERK was increased in CD36-deficient myotubes compared to controls in response to PA overload (Figure 5D). In contrast, insulin-stimulated phosphorylation of AKT and ERK was decreased in CD36-overexpressing myotubes with PA overload (Figure 5E). These results suggested that CD36 negatively affects insulin signaling in the presence of PA overload, possibly related to the effects of intracellular lipid accumulation.

## 4. Discussion

The over-deposition of intramuscular triacylglycerol (IMTG) is closely related to muscle IR [25]. Considering the strong association between muscle IR and IMTG, we focused on CD36, which contributed to regulating LCFA uptake and oxidation in a coordinated manner [9]. Therefore, the expression levels of CD36 in the skeletal muscle tissues of obese humans and mice were first identified. Our results showed that the CD36 expression levels were upregulated in the skeletal muscle tissues of obese humans and mice compared to non-obese subjects. PA at concentrations of 0.4–1.0 mM can induce IR models in cultured skeletal muscle cells [26]. Thus, we established an in vitro model of C2C12 myotubes cultured in a PA medium as a way to further confirm the results in vivo. The results showed that CD36 protein was highly expressed in PA-stimulated myotubes. Collectively, these results suggested that CD36 might be associated with metabolic dysregulation in myotubes under the condition of PA overload.

Interestingly, the role of CD36 in regulating insulin signaling is complex [9]. It has been reported that this regulation may depend on the cellular response to different nutritional stresses [10]. Therefore, we explored the differential effects of CD36 deficiency on insulin signaling in C2C12 myotubes in the absence and presence of PA load. In the absence of PA stimulation under basal conditions, insulin-induced AKT phosphorylation expression levels were reduced in CD36-deficient C2C12 myotubes, which was also confirmed by RNA-seq and RT-PCR analysis, suggesting that CD36 deficiency disturbs insulin action and impairs insulin signaling, possibly because the presence of CD36 is essential for maintaining intracellular metabolic homeostasis (Figure 2). 

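In the RNA-seq samples, which the paper describes as C2C12 myotubes without PA, Pdpk1 was lower with siCD36 and the insulin receptor substrates did not pass the test. Pdpk1, the kinase that phosphorylates AKT downstream of PI3K, had a log2 fold change of -0.51 (standard error 0.0835, adjusted p = 0.0284 from edgeR's quasi-likelihood test). Irs1 (ENSMUSG00000055980, chromosome 1 of GRCm38 from 82233101 to 82291416) had a CPM of 111 ± 19.6 (SD, n = 3) with siCD36 and 94.5 ± 13.5 (SD, n = 3) with siCont, a log2 fold change of 0.23 (standard error 0.159, adjusted p = 0.414 from edgeR). Irs2 (ENSMUSG00000038894, chromosome 8 from 10984681 to 11008458) had a CPM of 18.0 ± 1.81 (SD, n = 3) with siCD36 and 19.4 ± 1.24 (SD, n = 3) with siCont, a log2 fold change of -0.11 (standard error 0.112, adjusted p = 0.60 from edgeR). Pik3r1 (ENSMUSG00000041417, chromosome 13 from 101680563 to 101768217), the regulatory subunit of PI3K that the paper writes as Pi3kr1, had a CPM of 39.7 ± 6.89 (SD, n = 3) and 34.9 ± 2.02 (SD, n = 3) in the same order, a log2 fold change of 0.19 (standard error 0.137, adjusted p = 0.447 from edgeR).

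Akt1, Akt2 and Mapk3 did not pass the test. Akt1 (ENSMUSG00000001729, chromosome 12 from 112653821 to 112674884) had a CPM of 342 ± 36.2 (SD, n = 3) with siCD36 and 422 ± 6.86 (SD, n = 3) with siCont, a log2 fold change of -0.30 (standard error 0.0859) that did not pass the test (adjusted p = 0.0953 from edgeR). With single libraries left out, Akt1 passed edgeR in 1 of 6 fits, without siCD36 replicate 1 (0.0264), and the highest adjusted p was 0.280. Akt2 had a log2 fold change of -0.07 (adjusted p = 0.592 from edgeR). Mapk3, which encodes ERK1, had a log2 fold change of -0.25 (adjusted p = 0.103 from edgeR). It too passed edgeR in 1 of 6 fits, without siCD36 replicate 1 (0.0400), and its highest adjusted p was 0.290. Of 18 tested genes from the insulin receptor to AKT and GLUT4, none rose, 2 fell (Slc2a4 and Pdpk1) and 16 did not pass, and the counts were the same when adjusted over the list alone. The list lay below other genes in limma's camera test with a preset correlation (adjusted p = 0.00390, median log2 fold change -0.19, 14 of 18 members below 0), but not with an estimated one (adjusted p = 0.228 with an estimated correlation). The estimated correlation was -0.0439, below the preset 0.01, and the list passed fry (adjusted p = 0.0117). The call of Pdpk1 in edgeR was lost without siCD36 replicate 2 (0.131), without siCD36 replicate 3 (0.0716), without siCont replicate 1 (0.0508), without siCont replicate 2 (0.121) and without siCont replicate 3 (0.0831), and the rises and falls on this list became 0 and 4 without siCD36 replicate 1 and 0 and 0 without each of the other libraries. RNA-seq measures the amount of mRNA and not the phosphorylation of AKT. From lower insulin-induced AKT phosphorylation, together with RNA-seq and RT-PCR, the paper proposes that loss of CD36 disturbs the action of insulin, and it gives as a possible reason that CD36 is needed to keep metabolism inside the cell in balance.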

Emerging evidence supports our results that skeletal muscle insulin signaling is impaired in CD36-deficient mice [10]. Nevertheless, in our study, the contradictory result was observed in the case of PA overload. The results showed that CD36 deletion protected myotubes from insulin resistance in the presence of PA overload (Figure 5), probably because CD36 deletion reduced the uptake of excess LCFAs and alleviated lipid overaccumulation, thus improving the insulin signaling pathway [14]. This result was also confirmed by other in vivo studies that CD36 deletion protects mice from HFD-induced IR, obesity, and hypoglycemia [27]. The differences in CD36 promotion or prevention of IR may be related to FA-loading status and tissue specificity [28,29]. In addition, based on genetic studies, the effects of partial CD36 defects [30] are different from those of complete CD36 defects [13]. Our results showed that complete CD36 deficiency in the absence of PA load, much like CD36 overexpression in the presence of PA overload, may lead to metabolic complications. Thus, there may be a “metabolic protection” range or threshold effect for CD36 expression. Further studies are necessary to determine the molecular regulation of CD36 expression under different FA loading conditions and its contribution to tissue-specific functions to understand how CD36 affects specific obesity-related phenotypes and complications.

ROS-induced mitochondrial dysfunction and ER stress cause IR [31]. It is critical for cellular function to maintain proper mitochondrial function [18]. Recently, research interest in skeletal muscle mitochondrial function has increased because of the discovery of mitochondrial dysfunction in type 2 diabetes, including decreased muscular ATP synthesis [32,33], reduction in the activity of mitochondrial enzymes and expression of the electron transport chain [34,35], and aberrations in mitochondrial morphology and density [36,37]. Despite the controversy regarding IR, CD36 emerges as a biomarker for patients with type 2 diabetes and related complications. The role of CD36 in the regulation of mitochondrial function in the treatment of IR and type 2 diabetes needs to be determined [38]. However, the contributions of CD36 deficiency to the modulation of mitochondrial function have not been established. Our results demonstrated that CD36 deficiency induces a reduction in ATPase and several markers of mitochondrial genes, such as COX4 and Cyto C, and an aberration in mitochondrial morphology, suggesting impairment of mitochondrial function. A strong structural and functional connection has been observed between the mitochondrial network and ER [39,40]. It is reported that ER stress upregulated in CD36-deficient mice [10], which is consistent with our results that CD36 negatively regulated ER stress. It is hypothesized that in the absence of PA overload, CD36 is necessary for maintaining muscle lipid metabolism and its deficiency disturbs intracellular metabolic homeostasis (37,38), leading to increased ER stress in myotubes. The role of CD36 in regulating skeletal muscle ER stress in vivo needs to be further investigated.

## 5. Conclusions

In summary, the effect of CD36 deficiency on insulin signaling is varied in C2C12 myotubes with or without PA overload. In the absence of PA load, CD36 deletion impairs insulin signaling, possibly by increasing mitochondrial dysfunction and ER stress. This suggests that CD36 is essential for the maintenance of physiological insulin action; however, CD36 deletion improves insulin signaling in the presence of PA overload due to a reduction in lipid accumulation (Figure 6). Although this work yielded a potential relationship between CD36 expression and insulin signaling in C2C12 myotubes, several limitations remain. First, additional key members of the insulin signaling pathway should be tested in the future and supplemented with physiological indicators to reflect the effects of CD36 more fully on insulin signaling activity. In addition, the dynamic impact of CD36 in the progression from IR to diabetes has not been elucidated. Finally, whether CD36 deficiency impairs insulin signaling by increasing mitochondrial dysfunction and ER stress lacks causal validation and requires further experimental proof. Uncovering these vital issues would be instrumental for designing novel CD36-targeted therapies, which would suppress or diminish IR and its harmful effects.

## Figures and Tables

**Figure 1:**
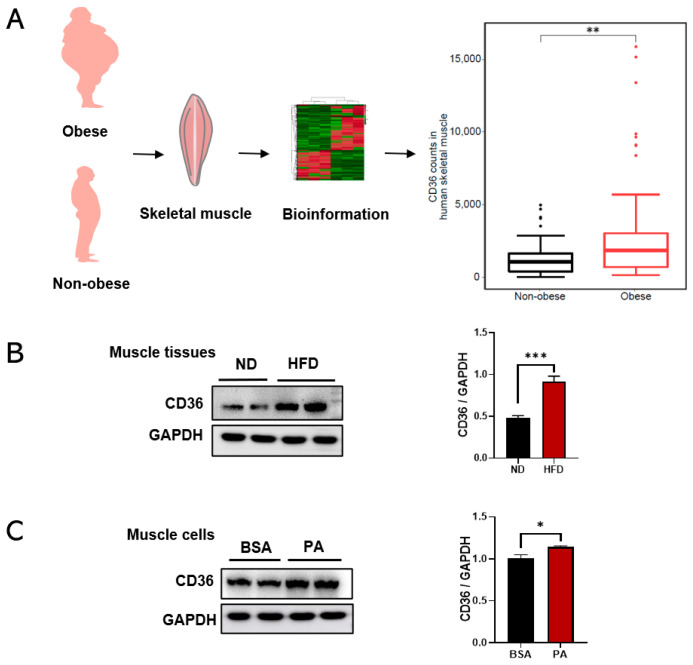
The expression levels of CD36 are upregulated in the skeletal muscle tissues of obese humans and mice in vivo and in vitro. (**A**) Bioinformatics analysis of CD36 counts in human skeletal muscles in the obese and non-obese groups. (**B**) Western blot analysis and quantification of CD36 protein expression in the skeletal muscles of HFD-fed mice. (**C**) Western blot analysis and quantification of CD36 protein expression in skeletal muscles cells under PA stimulation. CD36 expression was normalized to that of the GAPDH gene. Values are presented as the mean ± SEM of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the siCont group.

**Figure 2:**
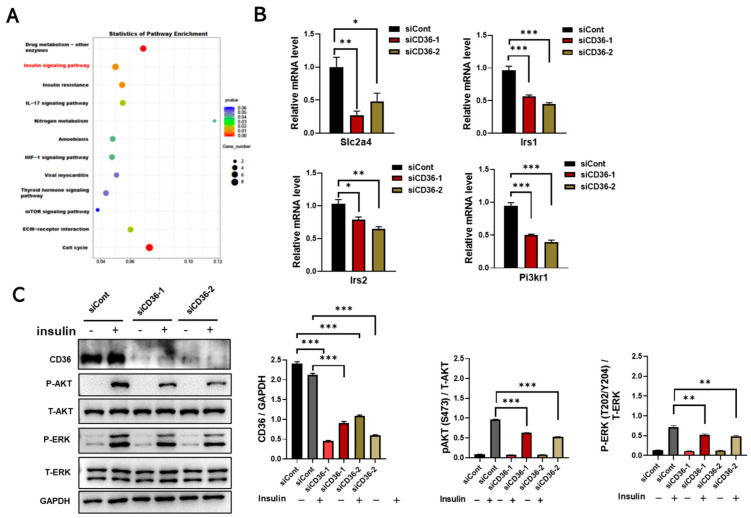
Loss of CD36 impairs insulin signaling in C2C12 myotubes without PA loading. (**A**) KEGG pathway analysis of differentiated C2C12 cells after transfection with scrambled siCont or siCD36. (**B**) Gene expression of Slc2a4, Irs1, Irs2, and Pi3kr1 in an insulin-signaling pathway was analyzed by qRT-PCR in differentiated C2C12 myotubes after transfection with siCont or siCD36. (**C**) Western blot analysis and quantification of insulin- induced CD36, P-AKT (S473), total AKT (T-AKT), P-ERK (T202/Y204), and total ERK (T-ERK) expression levels in differentiated C2C12 cells after transfection with siCont or siCD36. Values are presented as the mean ± SEM of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the siCont group.

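Beyond insulin signaling and insulin resistance, the genes behind the other 10 pathways of Fig. 2A included myosin heavy chains, carbonic anhydrases and serpins. Nitrogen metabolism held Car2 and Car3, carbonic anhydrases with log2 fold changes of 2.36 and 1.11 (adjusted p = 0.0120 and 0.0237 from edgeR's quasi-likelihood test). Viral myocarditis held Myh7, the slow myosin heavy chain, with a log2 fold change of -2.02 (standard error 0.0842, adjusted p = 8.47e-04 from edgeR), Myh6, a cardiac myosin heavy chain (-1.91, adjusted p = 0.00328), and Cav1 (-1.50, adjusted p = 0.156). Myh7 and Myh6 are related genes that may share reads, which was not tested. Amoebiasis held Serpinb9d (1.90, adjusted p = 0.0237), Serpinb9e (1.54, adjusted p = 0.0158), Serpinb9g (1.36, adjusted p = 0.0358), Il1r1 (1.15, adjusted p = 0.107) and Lamc3 (1.36, adjusted p = 0.121), where the serpins are closely related paralogs that may share reads. Thyroid hormone signaling held Myh6 and Pln, an inhibitor of the calcium pump of muscle (3.24, adjusted p = 0.0120).

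The unadjusted p of the 1-sided hypergeometric test was 0.00160 for Amoebiasis (5 of 55 tested genes, adjusted p = 0.165), 0.00492 for Nitrogen metabolism (2 of 7, adjusted p = 0.287), 0.0135 for Viral myocarditis (3 of 32, adjusted p = 0.464) and 0.0263 for ECM-receptor interaction (3 of 41, adjusted p = 0.738). The ECM-receptor genes were Cd36, Lamc3 and Itgb6, an integrin subunit with a log2 fold change of 1.22 (adjusted p = 0.0120 from edgeR). The unadjusted p was 0.108 for HIF-1 signaling (Eif4e, Insr and Tek), 0.137 for drug metabolism by other enzymes (Gsta1 and Nme3, both lower), 0.187 for IL-17 signaling (Ccl7 and Fosl1), 0.385 for thyroid hormone signaling, 0.452 for cell cycle (Ccna2 and Mcm5) and 0.538 for mTOR signaling (Eif4e and Insr). Of the 12 pathways in Fig. 2A, 5 had an unadjusted p under 0.05 and none an adjusted p under 0.05. Insulin resistance and ECM-receptor interaction count Cd36, the target of the siRNA, and without it (a test chosen after the values were seen) their unadjusted p was 0.0659 and 0.128, which leaves 3 of the 12. Over all 309 pathways tested, 14 had an unadjusted p under 0.05 and 1 passed the adjusted threshold, dilated cardiomyopathy with 6 of 53 tested genes (adjusted p = 0.0492). The number that passed was 3 without siCD36 replicate 1, 2 without siCD36 replicate 2, 2 without siCD36 replicate 3 and 3 without siCont replicate 2. None passed with no filter on low values, a mean of at least 5 FPKM, or limma with a pseudocount of 0.5 or TPM scaling. None passed either with limma on log2(FPKM + 1), the test first written down and later made an alternative, also without trend or with robust estimation. Of Car2, Car3, Serpinb9d, Serpinb9e, Serpinb9g, Pln, Itgb6, Tek, Gsta1, Nme3, Ccna2 and Mcm5, edgeR's adjusted p was 0.05 or more for 12 of 12 without siCD36 replicate 2 (highest 0.149), 8 of 12 without siCD36 replicate 3 (highest 0.122), 9 of 12 without siCont replicate 1 (highest 0.0900), 11 of 12 without siCont replicate 2 (highest 0.147) and 7 of 12 without siCont replicate 3 (highest 0.0912), while Myh7 and Myh6 passed in every one of these fits.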

**Figure 3:**
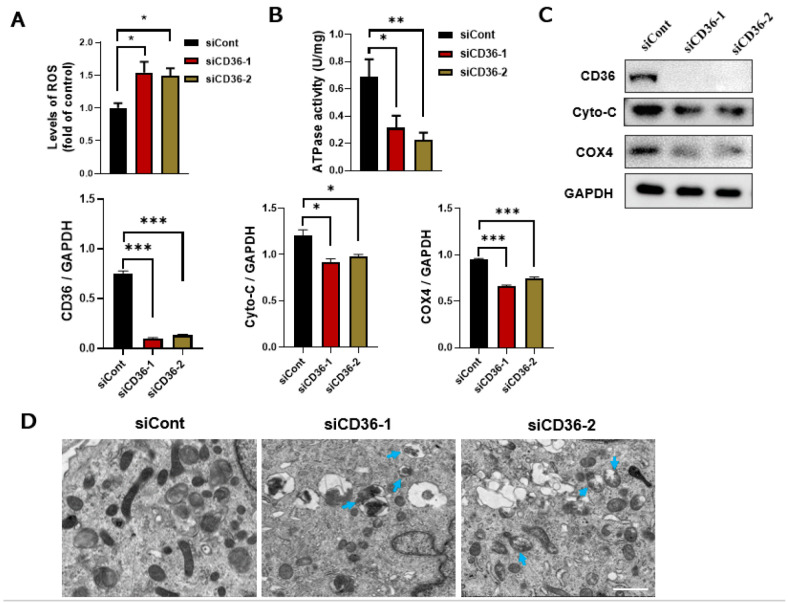
Loss of CD36 induces mitochondrial dysfunction in C2C12 myotubes without PA loading. (**A**) ROS content. (**B**) ATPase activity. (**C**) Western blot analysis and quantification of Cyto-C and COX4 protein expression in differentiated C2C12 cells after transfection with siCont or siCD36. (**D**) Ultrastructure changes in the mitochondria shown via electron microscopy in differentiated C2C12 cells after transfection with siCont or siCD36. Blue arrows indicate the injured mitochondria, (scale bar, 10 μm). Values are presented as the mean ± SEM of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the siCont group.

**Figure 4:**
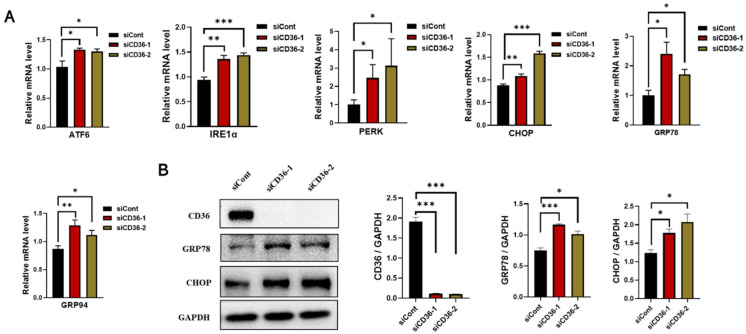
Loss of CD36 enhances ER stress in C2C12 myotubes without PA loading. (**A**) Expression of genes involved in ER stress (ATF6, IRE1α, PERK, CHOP, GRP78, and GRP94) as examined by RT-PCR in C2C12 myotubes with or without CD36 knockdown. (**B**) Western blot analysis and quantification of CD36, GRP78, and CHOP expression detected by western blot analysis in C2C12 myotubes with or without CD36 knockdown. Each protein expression level was normalized to that of the GAPDH gene. Values are presented as the mean ± SEM of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the siCont group.

**Figure 5:**
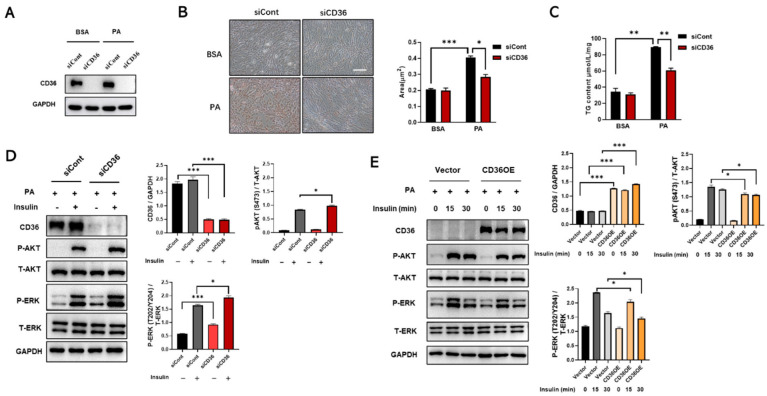
Loss of CD36 protects against insulin resistance in response to PA overload. Differentiated C2C12 myotubes transfected with siCont or siCD36 were treated with BSA or PA (200 μM) for 24 h. (**A**) The expression levels of CD36 were measured to assess the efficiency of knockdown. Lipid accumulations in differentiated C2C12 cells after CD36 siRNA or siCont transfection were examined by Oil Red O staining (**B**) and TG contents (**C**) under the conditions of BSA and PA stimulation. The area of lipid droplets (μm^2^) was calculated using the Image J system (scale bar, 10 μm). (**D**) Differentiated C2C12 myotubes transfected with CD36 siRNA or siCont were treated with PA (300 μM) for 15 min, and then treated with insulin (10 nM) for 30 min. Whole-cell lysates were subjected to WB analysis with antibodies against CD36, P-AKT (S473), total AKT (T-AKT), P-ERK (T202/Y204), total ERK (T-ERK), and GAPDH. (**E**) Vectoror CD36 overexpressing (CD36 OE) C2C12 myotubes were treated with PA (300 μM) for 15 min, and then treated with insulin (10 nM) for the indicated times. Whole-cell lysates were subjected to WB analysis with antibodies against CD36, P-AKT (S473), total AKT (T-AKT), P-ERK (T202/Y204), total ERK (T-ERK), and GAPDH. Values are presented as the mean ± SEM of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the control groups.

**Figure 6:**
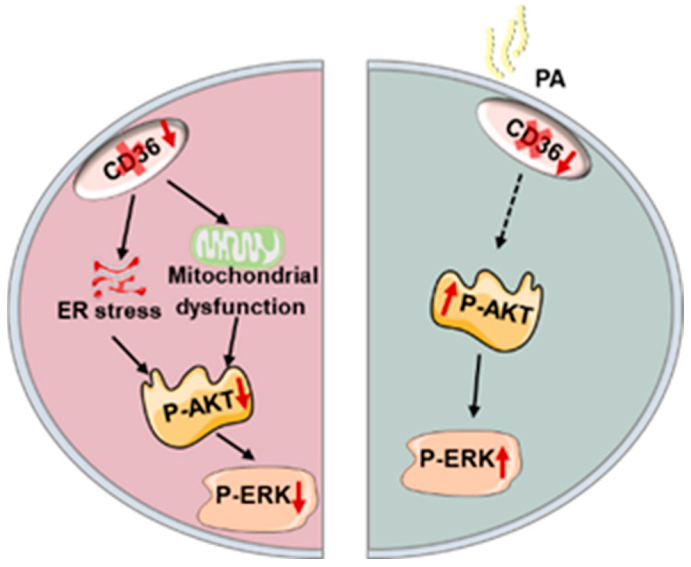
Schematic representation of the hypothesis that the differential role of CD36 in the regulation of muscle insulin response depends on palmitic acid load.

**Table 1:** Sequences of primers for RT-PCR.

Gene	Sense (5′–3′)	Anti-Sense (5′–3′)
Slc2a4	GTGACTGGAACACTGGTCCTA	CCAGCCACGTTGCATTGTAG
Irs1	AGC GCG CCT GGA GTA TTA TGA GAA	GTC AGC CCG CTT GTT GAT GTT GAA
Irs2	AAA GTG GCC TAC AAC CCT TAC CCA	TCA TCG CTC TTG CAG CTA TTG GG
Pi3kr1	AAG GAG CTG GTG CTA CAT TAT C	CGC CTC TGT TGT GCA TAT ACT
ATF6	GACTCACCCATCCGAGTTGTG	CTCCCAGTCTTCATCTGGTCC
IRE1α	ACACTGCCTGAGACCTTGTTG	GGAGCCCGTCCTCTTGCTA
PERK	GCGTCGGAGACAGTGTTTG	CGTCCATCTAAAGTGCTGATGAT
CHOP	CTGGAAGCCTGGTATGAGGAT	CAGGGTCAAGAGTAGTGAAGGT
GRP78	ACTTGGGGACCACCTATTCCT	ATCGCCAATCAGACGCTCC
GRP94	TCGTCAGAGCTGATGATGAAGT	GCGTTTAACCCATCCAACTGAAT

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

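RNA-seq was analysed for 6 samples of C2C12 cells, 3 transfected with siCD36 and 3 with siCont, used 72 h after transfection with 20 nM siRNA. The groups and replicate numbers were taken from the sample labels, and the dose, time and cell stage from the methods of the paper. The labels name the cells as myoblasts and the paper as myotubes, and the paper's name is used beside its statements. The labels describe enrichment of mRNA with oligo(dT) before library construction.

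The authors aligned paired-end reads with HISAT (version 2.0), computed FPKM with StringTie and tested genes with edgeR, as the methods state. The deposited table holds raw counts per gene, which are whole numbers that the authors had not normalized, and FPKM values, which the authors had scaled by gene length and sequencing depth. Genes without reads are listed by the authors at a floor of 1e-04 FPKM. The counting tool, the annotation, the strand setting and the mouse genome build are not given in the sources used here. Gene positions are from the GENCODE M21 annotation of GRCm38, in which all 55450 genes of the deposited table were found, 52543 of them (94.8%) at the same coordinates.

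Genes with a mean of at least 1 FPKM over the 6 samples were tested, 11796 in all, holding 99.1% to 99.3% of the counts of each library. Counts were scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) with the condition as the only term, and p-values were adjusted by Benjamini-Hochberg over all genes tested. Before the counts were seen, limma on log2(FPKM + 1) had been written down as the test, because the table was announced as FPKM; since it also held raw counts, edgeR was used and limma became an alternative. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Totals were 56907806 to 71878709 counts per library, and differences of genes near the filter are the most limited by counting error. Levels are given as CPM, the counts scaled to the library size after TMM. Between libraries, log-scale correlations were 0.952 to 0.974, and a chi-square per gene of 74.1 or more in every pair showed that no pair of libraries held the same counts.

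Gene lists were fixed before the data were examined, 32 in all, of which 30 had enough tested members. They were tested with camera in limma 3.58.1 with a preset correlation of 0.01, with camera using an estimated correlation, and with fry, and adjusted over the lists. KEGG pathways were taken from the annotation in the deposited table and tested by a 1-sided hypergeometric test of the genes at the paper's thresholds, against tested genes with any pathway, over the 309 pathways with at least 5 tested members. The 3' UTRs of the reference were searched for the site that matches bases 2 to 8 of each siRNA guide, and the difference of median log2 fold changes was compared with other heptamers of the same base composition.

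The genes named in the text were chosen by a rule written before the data were examined: Cd36, the genes that the paper names in its own experiments, the 12 rising and 12 falling genes with the largest change among those with an adjusted p under 0.05, a mean of at least 5 FPKM, no overlap between the groups and an established symbol, up to 4 members of each list with the smallest adjusted p, and members of the insulin pathway at the paper's thresholds. Genes behind the other pathways of Fig. 2A, further members of a list that passed edgeR's test (such as Mtor, Cav3, Acsl1 and Lox), Acta1, Myog and Cd14 were named after their values were seen. Some genes that this rule selects are not reported here, and they remain in the counts of their lists.

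The counts of genes, the genes named with a test, the gene lists, the insulin signaling enrichment and the seed comparison were recomputed with other pseudocounts on the log2(FPKM) scale, other filters, other scalings, other variance models, the replicate number as a block, and each library left out. DESeq2 1.42.0, edgeR with robust estimation, protein-coding genes alone, thinned counts, and the fatty acid list and the enrichment without Cd36, were added after the data were seen. Limma on log2(FPKM + 1), first written down as the test, was made an alternative after the data were seen. On simulated data for the comparison of siCD36 with siCont, drawn for the 11796 genes, edgeR recovered 4 of 50 genes changed 1.5-fold, 32 of 50 changed 2-fold, 45 of 50 changed 4-fold and 49 of 50 changed 8-fold, with 11 unchanged genes called. Experiments of the paper other than this RNA-seq comparison were not analysed here.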

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

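Of the tests in this part, the share of contractile genes below 0, the list test of the mitosis genes with thinned counts and the setting with protein-coding genes only were chosen only after the result was seen. Limma on log2(FPKM + 1) had first been written down as the test and was made an alternative after the data were seen. The gene lists given here and Cpa1 are not reported in the paper, although its Fig. 2A shows the related pathways of IL-17 signaling, HIF-1 signaling and cell cycle and it measured Slc2a4. Each list passed camera with a preset correlation and none did with an estimated one, in every list but that of osteoblast markers most members did not pass edgeR's test, and Cpa1 passed it. The estimated correlation was above the preset 0.01 for every list here but those of mitosis (-0.00207) and adipocyte markers (-0.136). It was highest for the contractile list (0.517). Where it is above the preset, camera with the preset correlation gives too small a p. The lists in this part without a fry value below passed fry, at an adjusted p of 0.0142 to 0.0496.

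Of 49 tested genes of myotube differentiation and the sarcomere, none rose, 7 fell and 42 did not pass edgeR's test (1 rose and 23 fell when adjusted over the list alone), with a median log2 fold change of -0.37 (camera with a preset correlation, adjusted p = 2.22e-12; adjusted p = 0.441 with an estimated correlation; adjusted p = 0.0844 in fry). Myh7 (-2.02), Casq2 (-1.82), Myl4 (-0.93), Myoz2 (-0.84), Cav3 (-0.73), Myh3 (-0.62) and Eno3 (-0.59) fell, while Myog (0.02) and Acta1 (-0.38) did not pass. Of 14 tested genes of G2/M and mitosis, 3 rose and none fell (8 rose when adjusted over the list alone), with a median log2 fold change of 0.42 and no member below 0 (camera, adjusted p = 7.94e-06; adjusted p = 0.178 with an estimated correlation; adjusted p = 0.0117 in fry). The genes that rose were Ccna2 (1.02), Ccnb2 (0.95) and Tpx2 (0.84), all at low levels, with a mean of 1.51 FPKM for Ccna2, and Ccna2 overlaps Exosc9. Both camera calls with the preset correlation held without each single library. Of the genes named here other than Myh7, the adjusted p from edgeR was 0.05 or more for 9 of 9 without siCD36 replicate 2 (highest 0.115), 4 of 9 without siCD36 replicate 3 (highest 0.111), 7 of 9 without siCont replicate 1 (highest 0.0856), 8 of 9 without siCont replicate 2 (highest 0.140) and 6 of 9 without siCont replicate 3 (highest 0.100). The contractile genes that fell were 13 (and 1 rose) without siCD36 replicate 1, 1 without siCD36 replicate 2, 3 without siCont replicate 1 and 2 without siCont replicate 2, and the mitosis genes that rose were 4 without siCD36 replicate 1, 1 without siCD36 replicate 3 and 0 without each of the other libraries.

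For the contractile genes, thinning every library to the smallest total left their median at -0.366. TMM already scales counts for library size, so thinning could hardly move the median of these genes and cannot decide on library size. A bias of gene length and GC content is argued against by subtracting that trend, which left a median of -0.338. Whether the knockdown lowered myotube formation as a whole stays open, because the share of contractile genes below 0 (83.7%) restates their fall and cannot support it. Off-target effects of an siRNA and a difference between the cultures stay open, because each siCD36 sample differs from each siCont sample in both. For the mitosis genes only thinning was run, a setting chosen after the result was seen. The list kept its call there (adjusted p = 1.06e-05 in camera with the preset correlation), which cannot decide on library size either.

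Of 31 tested genes of G1/S and DNA replication, Rrm1, Mcm5 and Mcm4 rose and none fell (4 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.25 (camera with a preset correlation, adjusted p = 0.0342; adjusted p = 0.401 with an estimated correlation; lost without siCD36 replicate 3, 0.108, and siCont replicate 1, 0.0570, and with a mean of at least 5 FPKM, 0.136; 2 fell without siCD36 replicate 1). Of 16 genes of myoblast identity, Myf5 rose and none fell (3 rose when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.0341; adjusted p = 0.702 with an estimated correlation; lost under 12 of 21 settings, namely without siCD36 replicate 1, 0.235, and siCont replicate 1, 0.157, with the estimated correlation, a mean of at least 5 FPKM, 0.121, fry, 0.156, and, at 0.0505 to 0.0612, no filter, TPM scaling, pseudocounts of 0.1 and 0.5 and each limma fit). Of 31 genes of glycolysis and hypoxia, Hk1 fell and none rose (1 rose and 4 fell when adjusted over the list alone), with a median of -0.24 (adjusted p = 0.00390; adjusted p = 0.706 with an estimated correlation; lost without siCD36 replicate 3, 0.0990, and in fry, 0.225; none rose and 8 fell without siCD36 replicate 1). Of 16 NF-kB and IL-17 targets, Nfkbiz rose and none fell (4 rose and 1 fell when adjusted over the list alone), with a median of 0.35 (adjusted p = 0.0165; adjusted p = 0.441 with an estimated correlation; lost without siCD36 replicate 1, 0.0529; 2 rose without siCD36 replicate 3). Of 16 TGF-beta and BMP targets, 3 rose, among them Ccn2 and Acta2, and none fell (4 rose when adjusted over the list alone), with a median of 0.30 (adjusted p = 0.00390; adjusted p = 0.356 with an estimated correlation). Of 32 genes of autophagy and the lysosome, Atg5 rose and Wipi1 fell (2 rose and 3 fell when adjusted over the list alone), with a median of -0.12 (adjusted p = 0.0394; adjusted p = 0.702 with an estimated correlation; lost without siCD36 replicate 3, 0.130, siCont replicate 1, 0.0977, and siCont replicate 2, 0.0625, with a mean of at least 5 FPKM, 0.177, with protein-coding genes only, 0.0897, and in fry, 0.0998; 3 fell without siCD36 replicate 1). Among the genes named in these groups, the edgeR call was lost for 9 of 10 without siCD36 replicate 2 (highest 0.177), 9 of 10 without siCD36 replicate 3 (highest 0.133), 10 of 10 without siCont replicate 1 (highest 0.118), 10 of 10 without siCont replicate 2 (highest 0.159) and 8 of 10 without siCont replicate 3 (highest 0.117).

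Of 50 cytosolic ribosomal protein genes, Rpl23 rose and none fell (none when adjusted over the list alone), with a median log2 fold change of 0.11 (camera with a preset correlation, adjusted p = 0.00721; adjusted p = 0.706 with an estimated correlation; lost without siCD36 replicate 1, 0.190, where 1 fell, and in fry, 0.156). Of 14 adipocyte markers 3 were tested, of which Slc2a4, a gene that muscle also expresses, fell (1 when adjusted over the list alone), with a median of -0.19 (adjusted p = 0.0284; adjusted p = 0.356 with an estimated correlation; lost with no filter on low values, 0.335). Of 12 osteoblast markers 4 were tested, of which Bglap and Bglap2, paralogs that may share reads, fell (1 rose and 2 fell when adjusted over the list alone), with a median of -0.86 (adjusted p = 0.0291; adjusted p = 0.401 with an estimated correlation; lost under 12 of 20 settings, namely without siCD36 replicate 3, 0.0990, siCont replicate 1, 0.0888, and siCont replicate 3, 0.0914, with the estimated correlation, the replicate number as a block, 0.424, no filter, 0.479, and, at 0.165 to 0.212, TPM scaling, pseudocounts of 0.1 and 0.5 and each limma fit). Cpa1, a digestive carboxypeptidase gene, had a log2 fold change of 3.34, at a CPM of 53.3 ± 15.1 (SD, n = 3) with siCD36 and 5.28 ± 1.45 (SD, n = 3) with siCont, and edgeR's adjusted p in these groups was 0.05 or more without siCD36 replicate 2 for Rpl23 (0.161), Slc2a4 (0.103), Bglap (0.0647) and Bglap2 (0.0621), without siCD36 replicate 3 for Rpl23 (0.0902) and Slc2a4 (0.0519), without siCont replicate 1 for Rpl23 (0.0853) and Slc2a4 (0.0629), without siCont replicate 2 for Cpa1 (0.0527), Rpl23 (0.151), Slc2a4 (0.0898), Bglap (0.0546) and Bglap2 (0.0564) and without siCont replicate 3 for Rpl23 (0.0665) and Slc2a4 (0.0582).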

How the results depend on the processing

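The fits with DESeq2, edgeR with robust estimation, protein-coding genes only and thinned counts, and the fatty acid list and the enrichment without Cd36, were chosen only after the result was seen. Limma on log2(FPKM + 1) had first been written down as the test and was made an alternative after the data were seen. The other settings were listed before. The number of genes changed, 621 (260 higher and 361 lower), was 327 (116 and 211) with no filter on low values, where 26215 genes were tested, 199 (56 and 143) with the replicate number as a block, 1677 (768 and 909) with DESeq2, and 20 to 1081 when each library was left out. It was 438 to 650 under the other settings, where those with a pseudocount or TPM scaling are limma fits on log2 values, which change the tool as well. With TPM scaling 32.4% of the calls were higher, against 47.9% with limma on log2(FPKM + 1) and 41.9% with edgeR. The 208 genes at the paper's thresholds (111 higher and 97 lower) became 98 with limma on log2(FPKM + 1), without trend and with robust estimation alike, 137 with a pseudocount of 0.5 (also limma), 137 (64 and 73) with protein-coding genes only, 888 with no filter, 63 with a mean of at least 5 FPKM and 117 with an adjusted p; with TPM scaling 69 were higher and 83 lower. The insulin signaling list lost its call with an estimated correlation (adjusted p = 0.228) and kept it elsewhere (2.09e-05 to 0.0479). Of 30 lists, 17 passed, against 10 with a mean of at least 5 FPKM, 10 with fry and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. For KEGG insulin signaling the unadjusted p was 0.0236 to 0.183 and no adjusted p passed (lowest 0.615). Cd36 kept its call wherever it was tested (log2 fold change -5.41 to -2.30); it was not tested at a mean of at least 5 FPKM. Of 1760 comparisons for the called genes named here or on a list (90 with Cd36, which is left out of the comparisons), 1214 kept the call, 546 lost it and 0 reversed, and besides Cd36 only Eif4e, Myh6, Myh7, Dhrs7c, Nupr1, Ndrg4 and Tmem87a kept it under every setting. With DESeq2, Akt1 (0.0316), Insr (0.0122), Il1r1 (0.00398) and Lamc3 (0.00984) passed as well, among 42 of 174 genes followed across the settings that gained a call there. On the simulated data DESeq2 called 50 unchanged genes, against 11 for edgeR. With more genes tested the adjusted threshold is harder to pass; otherwise the cause was not tested, and leaving out a library moved the count of genes both ways. Same-numbered samples had correlated deviations of 0.128, -0.0432 and 0.0130, and only number 1 correlated best with its own number, so the numbers were not read as pairs. The 10 splits of the samples are too few for a share under 0.05: the real split gave 621 genes and the highest other 4 (64 with DESeq2), and the count of splits as large was 1. Each other split holds both conditions in each group, so a difference between the conditions widens its spread and lowers its count. The gene list tests were not run on DESeq2. Depth limits genes near 1 FPKM most.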

Differences from the paper's values

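Of the alternatives in this part, edgeR with robust estimation, DESeq2, protein-coding genes only and thinned counts were chosen only after the result was seen. Limma on log2(FPKM + 1) had first been written down as the test and was made an alternative after the data were seen. The paper does not define the rich factor of Fig. 2A, and it was taken here as the share of the tested genes of a pathway that passed the thresholds of the paper, so the differences below depend on that choice. For Nitrogen metabolism it was 0.286 here, with the paper's value about 0.12 in Fig. 2A, read by eye; of the alternatives set before the data were examined, no filter on low values (0.125) and leaving out siCont replicate 1 (0.143) came within the paper's value and the others did not. For Amoebiasis it was 0.0909, with the paper's value about 0.048 in Fig. 2A, read by eye, and only a pseudocount of 0.5 (0.0545) came within it. For Viral myocarditis it was 0.0938, with the paper's value about 0.051 in Fig. 2A, read by eye. It was 0.0625 and within the paper's value with a pseudocount of 0.1 or 0.5, TPM scaling, limma without trend, limma with trend and robust estimation, the replicate block and without siCD36 replicate 1, 2 or 3 or siCont replicate 3. The same held with limma on log2(FPKM + 1) and with edgeR with robust estimation, the latter chosen after seeing the values, and not under the other alternatives. For thyroid hormone signaling it was 0.0238, with the paper's value about 0.044 in Fig. 2A, read by eye, and no filter (0.0396), TPM scaling (0.0357) and leaving out siCD36 replicate 1 (0.0357) came within it. For mTOR signaling it was 0.0177, with the paper's value about 0.039 in Fig. 2A, read by eye, and no filter (0.0370) and leaving out siCD36 replicate 1, siCD36 replicate 2 or siCont replicate 3 (0.0265 each) came within it. For cell cycle it was 0.0208, with the paper's value about 0.073 in Fig. 2A, read by eye, and no alternative came within it. The other 6 pathways of Fig. 2A, insulin signaling (0.0408) and insulin resistance (0.0656) among them, were within 1.5 times the paper's value. They stayed within it in 18 of 20 alternatives for drug metabolism by other enzymes and for insulin resistance, 13 for insulin signaling and for ECM-receptor interaction, 11 for HIF-1 signaling and 10 for IL-17 signaling, and none of the 12 pathways was within it with a mean of at least 5 FPKM.

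The paper states that insulin signaling was enriched and gives an FDR threshold in its methods, while Fig. 2A is colored by p. Here its unadjusted p was 0.0683 and its adjusted p 1 in the hypergeometric test. The unadjusted p was under 0.05 with TPM scaling (0.0236), with limma without trend and limma with trend and robust estimation (0.0444 each), and with the genes chosen by adjusted p (0.0388, from 11 genes, adjusted p = 0.615). It was also under 0.05 with limma on log2(FPKM + 1) (0.0444), the test first written down. The paper reports lower Irs1, Irs2, Pik3r1 and Slc2a4 by RT-PCR in Fig. 2B. In the RNA-seq Slc2a4 was lower too (log2 fold change -2.65), while Irs1 (0.23), Irs2 (-0.11) and Pik3r1 (0.19) did not pass edgeR's test.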

Other observations

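Of the tests in this part, that of the Gapdh copies, the seed comparison corrected for 3' UTR length and GC content, the search of Eif4e for the siCont site, the fatty acid list without Cd36 and the setting with protein-coding genes only were chosen only after the result was seen. Of 30 tested genes of fatty acid uptake and oxidation, 1 rose and 6 fell (1 rose and 8 fell when adjusted over the list alone), with a median log2 fold change of -0.16 (camera with a preset correlation, adjusted p = 0.00352; adjusted p = 0.702 with an estimated correlation; lost with a mean of at least 5 FPKM, 0.130, where Cd36 was not tested). The list holds Cd36, the target of the siRNA, and without it the median of the other 29 was -0.15 (adjusted p = 0.0197 in camera with the preset correlation; 0.706 with an estimated correlation; 0.156 in fry, against 0.0496 with Cd36). Besides Cd36, the genes that fell included Fabp3 (-2.87), Acsl1 (-0.55), which activates long-chain fatty acids, Acaa2 (-0.52), an enzyme of beta-oxidation, and Slc27a1 (-0.30), and Acsl4 rose (0.54). Of 22 genes of lipid synthesis and droplets, Fitm2 fell (-0.50) and none rose, with the same count when adjusted over the list alone (camera, adjusted p = 0.0341; adjusted p = 0.356 with an estimated correlation; lost without siCont replicate 2, 0.0736, and siCont replicate 3, 0.0563, with a mean of at least 5 FPKM, 0.119, and with protein-coding genes only, 0.0570; 3 fell without siCD36 replicate 1). Of 79 nuclear genes of the respiratory chain and ATP synthase, Atp5b fell (-0.87) and none rose, also when adjusted over the list alone, with a median of -0.12 (adjusted p = 0.00390; adjusted p = 0.761 with an estimated correlation; lost without siCD36 replicate 3, 0.328, and in fry, 0.410; 12 fell without siCD36 replicate 1). Of the 13 mRNAs of the mitochondrial genome, mt-Nd3 rose (0.35) and none fell, also when adjusted over the list alone, with a median of 0.24 (adjusted p = 0.0197; adjusted p = 0.706 with an estimated correlation; lost without siCD36 replicate 1, 0.0751, siCont replicate 2, 0.0937, and siCont replicate 3, 0.202, and in fry, 0.325). The estimated correlation was 0.359 for the fatty acid list, -0.00779 for lipid synthesis, 0.649 for the nuclear respiratory genes and 0.725 for the mitochondrial mRNAs, against the preset 0.01. By library, transcripts of the mitochondrial genome held 8.22%, 7.86% and 8.19% of counts with siCD36 and 8.22%, 6.51% and 6.20% with siCont. For the genes named here other than Cd36, the edgeR call was lost with an adjusted p of 0.05 or more for 1 of 8 without siCD36 replicate 1 (highest 0.0611), 8 of 8 without siCD36 replicate 2 (highest 0.192), 7 of 8 without siCD36 replicate 3 (highest 0.122), 7 of 8 without siCont replicate 1 (highest 0.111), 8 of 8 without siCont replicate 2 (highest 0.184) and 5 of 8 without siCont replicate 3 (highest 0.112).

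The endoplasmic reticulum stress genes whose mRNA the paper reports as raised by RT-PCR after loss of CD36 did not pass the test here. The log2 fold changes from edgeR were -0.01 for Atf6 (adjusted p = 0.962), 0.00 for Ern1 (0.998), 0.00 for Eif2ak3 (0.991), -0.02 for Ddit3 (0.922), 0.13 for Hspa5 (0.359) and 0.28 for Hsp90b1 (0.155). Of 33 genes of the unfolded protein response none rose or fell, also when adjusted over the list alone (camera, adjusted p = 0.535; 1 rose and 2 fell without siCD36 replicate 1), and 31 ATF4 targets held 1 fall, Nupr1 (-1.07), also when adjusted over the list alone (adjusted p = 0.387). Cycs and Cox4i1, whose proteins the paper reports as reduced, had mRNA log2 fold changes of 0.15 (adjusted p = 0.198 from edgeR) and 0.12 (0.712). Of 24 genes of mitochondrial biogenesis and dynamics Tfam fell (2 rose and 3 fell when adjusted over the list alone, and also without siCD36 replicate 1; adjusted p = 0.387 in camera), and of 30 antioxidant genes Gsta4 fell (1 when adjusted over the list alone, 2 without siCD36 replicate 1; adjusted p = 0.697). The edgeR calls were lost without siCD36 replicate 2 for Tfam (0.108) and Gsta4 (0.107), without siCD36 replicate 3 for Tfam (0.0969) and Gsta4 (0.0629), without siCont replicate 1 for Tfam (0.0768) and Gsta4 (0.0606), without siCont replicate 2 for Tfam (0.128) and Gsta4 (0.0950) and without siCont replicate 3 for Tfam (0.0546) and Gsta4 (0.0614), and that of Nupr1 held without each library.

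Other lists did not pass camera with a preset correlation, although collagens and extracellular matrix passed without siCont replicate 3 (0.00221), replication-dependent histones without siCD36 replicate 3 (0.00949), and immediate early genes without siCD36 replicate 3 (0.0329) and with a mean of at least 5 FPKM (0.0432). Of 23 genes of cholesterol synthesis 2 fell, among them Dhcr7 (2 when adjusted over the list alone; adjusted p = 0.398 in camera). Of 22 CDK inhibitors and p53 targets Btg2, Plk2, Ccng1 and Aen rose and Sesn1 fell (7 and 4 when adjusted over the list alone; adjusted p = 0.272). Of 39 genes of collagens and extracellular matrix 4 rose, among them Ccn1, Ccn2 and Lox, and Lama5 and Timp2 fell (5 and 2 when adjusted over the list alone; adjusted p = 0.117). Of 20 integrins and matrix receptors Itgb6 rose (2 rose and 1 fell when adjusted over the list alone; adjusted p = 0.896), with a median of -0.03 and a mean of 0.02. Of 21 immediate early genes Myc, Btg2 and Dusp6 rose and Nr4a1 fell (3 and 1 when adjusted over the list alone; adjusted p = 0.173). None of 15 interferon genes (adjusted p = 0.446), 15 heat shock genes (adjusted p = 0.978) or 7 replication-dependent histone genes (adjusted p = 0.173) passed edgeR, and when adjusted over the list alone 3 heat shock genes rose and 2 fell. Without siCD36 replicate 1, 1 interferon gene and 1 heat shock gene rose and 1 of each fell, and the falls became 3 among CDK inhibitors and p53 targets, 2 among immediate early genes and 1 among integrins and matrix receptors, with 1 rise in cholesterol synthesis. Of 14 fibroblast markers 7 were tested and Gsn fell (1 when adjusted over the list alone; adjusted p = 0.978). The macrophage list had 1 tested gene of 15, Cd14 (0.10), and the endothelial list 1 of 11, Tek (1.15, adjusted p = 0.0216 from edgeR), so neither list was tested. Of the calls named here, edgeR lost those of 1 of 17 without siCD36 replicate 1 (highest 0.0571), 17 of 17 without siCD36 replicate 2 (highest 0.191), 12 of 17 without siCD36 replicate 3 (highest 0.129), 15 of 17 without siCont replicate 1 (highest 0.114), 17 of 17 without siCont replicate 2 (highest 0.164) and 16 of 17 without siCont replicate 3 (highest 0.116).

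Gapdh, which the paper used as the internal reference in RT-PCR, had raw counts of 13196, 10739 and 1636 with siCD36 and 10763, 12018 and 9872 with siCont (log2 fold change -0.57, adjusted p = 0.646 from edgeR), and it overlaps Iffo1. A candidate explanation for the low count in siCD36 replicate 3 is reads shared with the 43 copies of Gapdh, each with at least 50% of its 31-base stretches in common with Gapdh, which held 94.5% to 99.1% of the summed counts. Scaled to library size, siCD36 replicate 3 had 0.126 times the mean of the other siCD36 libraries for Gapdh alone and 0.760 times for the sum over Gapdh and its copies. The copies made up nearly all of this sum, so its ratio could not be low whatever Gapdh did. It therefore cannot decide whether reads moved to the copies. The copies held 227320, 192748 and 180911 counts with siCD36, with no gain in siCD36 replicate 3. The summed CPM was 3632, 2901 and 2484 with siCD36 and 4137, 3988 and 3666 with siCont, so that every siCD36 library lay below every siCont library. No biological explanation was tested. The count of mt-Atp6 over that of mt-Atp8, which overlaps it, was 3.54, 0.782 and 3.24 in siCD36 and 0.797, 0.781 and 0.741 in siCont replicates. By the same rule mt-Atp6 has 1 copy, so reads may be shared between them. The copy held 50.1%, 81.3% and 49.8% of their summed counts with siCD36 and 80.0%, 81.4% and 81.6% with siCont. The cause of this difference between libraries was not tested. The counts of mt-Atp6 enter the list of mitochondrial mRNAs and the mitochondrial share given above.

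Part of the fall of genes with siCD36 may come from short matches of an siRNA to 3' UTRs. Genes whose 3' UTR holds the site of siCD36-2 (1253 of 10053 searched) had a median log2 fold change that differed by -0.0393 from that of other genes, below all 139 other heptamers of the same base composition (lowest 0.00420), and the difference was -0.0773 after correction for 3' UTR length and GC content, again the lowest. The uncorrected difference was -0.00899 without siCD36 replicate 1, and -0.0567 without siCD36 replicate 3. The site was in 17.7% of 350 falling and 10.1% of 228 rising genes searched, against 12.5% of all, so most falling genes hold no such site, nor do Slc2a4, Fabp3, Myh7 and Casq2. Only the longest annotated 3' UTR of each gene was searched for the whole site. Other matches and indirect effects were not examined, so a gene without the site is not cleared of an off-target effect. For siCD36-1 the difference was 0.0418, close to the median of 629 other heptamers (0.0336), where a seed effect would lie below them. For siCont it was 0.0466, at percentile 91.0 of 623 other heptamers, which leaves open whether siCont lowered some genes in the controls. The 3' UTR of Eif4e, which rose, holds the site of siCont, with 11 of 19 bases matched at TGTTTTATTCTTGTCACGT. Most of these matches are the site itself, and a 3' UTR of 4192 bases can hold such a site by chance. The same 3' UTR also holds the site of siCD36-1, which predicts a fall.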
